# Intermittent neonatal hypoxia elicits the upregulation of inflammatory‐related genes in adult male rats through long‐lasting programming effects

**DOI:** 10.14814/phy2.12646

**Published:** 2015-12-10

**Authors:** Ashley L. Gehrand, Mary L. Kaldunski, Eric D. Bruder, Shuang Jia, Martin J. Hessner, Hershel Raff

**Keywords:** Glucose, inflammation, insulin, intermittent hypoxia, neonatal, newborn, programming

## Abstract

The long‐term effects of neonatal intermittent hypoxia (IH), an accepted model of apnea‐induced hypoxia, are unclear. We have previously shown lasting “programming” effects on the HPA axis in adult rats exposed to neonatal IH. We hypothesized that neonatal rat exposure to IH will subsequently result in a heightened inflammatory state in the adult. Rat pups were exposed to normoxia (control) or six cycles of 5% IH or 10% IH over one hour daily from postnatal day 2–6. Plasma samples from blood obtained at 114 days of age were analyzed by assessing the capacity to induce transcription in a healthy peripheral blood mononuclear cell (PBMC) population and read using a high‐density microarray. The analysis of plasma from adult rats previously exposed to neonatal 5% IH versus 10% IH resulted in 2579 significantly regulated genes including increased expression of *Cxcl1, Cxcl2, Ccl3, Il1a*, and *Il1b*. We conclude that neonatal exposure to intermittent hypoxia elicits a long‐lasting programming effect in the adult resulting in an upregulation of inflammatory‐related genes.

## Introduction

Apnea is the most common cause of neonatal hypoxia affecting about 50% of preterm births (30–31 weeks), and is usually due to immature respiratory development (Martin and Wilson 2012). Bouts of apnea cause hypoxemia and bradycardia (Stokowski 2005). Acute hypoxia exposure in premature infants results in significant metabolic and neurological challenges early in life (Martin et al. 1986; Frankel and Stevenson 1987; Miller and Martin 1992). However, the long‐term metabolic, endocrine, and immunological effects of neonatal intermittent hypoxia (IH) exposure, an accepted model of apnea‐induced hypoxia (Martin and Wilson 2012), have not been thoroughly evaluated.

We have previously shown that in the short‐term, intermittent hypoxia elicits an acute stress response from the hypothalamic‐pituitary‐adrenal (HPA) axis in rats from age postnatal day (PD) 2 to PD12. Neonatal exposure to intermittent hypoxia significantly increases neonatal plasma ACTH and corticosterone, significantly alters glucose homeostasis, and causes hyperinsulinemia and hyperglycemia (Chintamaneni et al. 2013). We have also previously examined adults exposed to neonatal intermittent hypoxia and perinatal continuous hypoxia, and have found lasting “programming” effects on the HPA axis (Raff et al. 2007; Chintamaneni et al. 2014).

In general, the long‐term effects of hypoxic exposure in the neonate are poorly studied; the majority of the research concentrates on fetal hypoxic exposure. In humans, there is a known increased risk of insulin resistance in adulthood when the fetus is exposed to maternal hypoxia, but the mechanism is unclear (Rueda‐Clausen et al. 2011). Another study has shown that prenatal hypoxia exposure can damage the hepatic parenchymal cells associated with hepatic insulin signaling, resulting in altered hepatic development, insulin sensitivity, and glucose metabolism in postnatal life (Cao et al. 2012). Recent studies in rats have shown that perinatal IH exposure can result in oxidative stress, causing a permanent immune response subsequently resulting in features of diabetes mellitus (Pae et al. 2013).

We now assess the long‐term effects of an accepted model of apnea‐induced hypoxia (Martin and Wilson 2012) using a validated transcriptional bioassay (Kaldunski et al. 2010) to study the extracellular milieu of adult rats exposed to neonatal intermittent hypoxia. This approach was used to assess the composition of plasma pooled from adult rats exposed to neonatal intermittent hypoxia through its ability to drive a distinct transcriptional response in reporter PBMCs drawn from healthy unrelated rats. Previous programming studies have linked fetal hypoxia exposure to the upregulation of inflammatory genes and pathways in children 7–10 years of age (Bakker et al. 2000). In the rat, we hypothesize that exposure to *neonatal* intermittent hypoxia will result in an increased inflammatory state in the *adult* as a result of long‐lasting programming.

## Materials and Methods

### Animal treatments and experimental protocols

#### Sprague‐Dawley rats

Sprague‐Dawley (SD) rat pups were used to generate adult rats previously exposed to neonatal normoxia (control), 5% IH, or 10% IH. Timed pregnant SD rats (Harlan, Indianapolis, IN) were obtained and housed in a standardized environment (lights on 0600–1800) and provided a standard diet and water ad libitium at Aurora St. Luke's Medical Center. They were allowed to deliver normally and their offspring were exposed to neonatal intermittent hypoxia as described below.

#### Brown Norway rats

Brown Norway (BN) rats were used to generate the reporter PBMC population and baseline plasma (autologous controls) for the plasma induced transcriptional bioassays, as described below. BN rats were bred at the Medical College of Wisconsin (MCW), housed under specific pathogen‐free conditions with standard light/dark cycles, and were fed a regular chow diet and water ad libitum.

All Federal guidelines (http://grants1/nih/gov/grants/olaw/references/phspol.htm) for use and care of laboratory animals were followed and all protocols were approved by the respective Institutional Animal Care and Use Committees.

### Neonatal intermittent hypoxia (IH) to generate adult plasma

On postnatal days (PD) 2–6, neonatal SD rats were exposed daily to six cycles each lasting five minutes of 21% (normoxic control), 5%, or 10% intermittent hypoxia (IH) daily over one hour, as described previously (Chintamaneni et al. 2013). Otherwise, pups were returned and tended to by their birth dams and weaned at PD22. Males were allowed to mature and were sacrificed at age PD114 after an overnight fast (*N* = 16). Whole blood was collected by decapitation into tubes containing EDTA and plasma was pooled and saved for subsequent analysis.

### Peripheral blood mononuclear cell cultures

Fresh peripheral blood mononuclear cells (PBMCs) from healthy male BN rats ~180 days old (*N* = 2) were isolated by density gradient centrifugation. Transcription was induced by culturing 400 *μ*L PBMCs (500 000 cells) in cell culture media (RPMI 1640 supplemented with penicillin‐streptomycin) with 100 *μ*L of plasma for 6 h at 37°C in 5% CO_2_ as described previously (Kaldunski et al. 2010; Chen et al. 2013). The following pooled plasma samples were used: (1) autologous BN plasma (self‐baseline background control); (2) adult SD normoxic (neonatal control) plasma (*N* = 8); (3) plasma from adult rats exposed to 5% neonatal IH (*N* = 5); or (4) plasma from adult rats exposed to 10% neonatal IH (*N* = 3). RNA was extracted from PBMCs using TRIzol reagent (Invitrogen, Carlsbad, CA). Each culture was assessed with a single array (2 BN × 4 conditions = 8 chips).

### Gene chip analysis

The methodological details and validation of this analysis have been described previously (Kaldunski et al. 2010). Briefly, RNA from PBMCs was amplified/labeled using the Express IVT kit (Affymetrix, Santa Clara, CA), and hybridized to the Affymetrix Rat Genome 230 2.0 Array. Image data were quantified with Affymetrix Expression Console Software and normalized with Robust Multichip Analysis (www.bioconductor.org) to determine signal log ratios. Rank Product (RP) *P*‐values and false discovery rates (FDRs) were determined using RankProd from Bioconductor (http://www.bioconductor.org/packages/release/bioc/html/RankProd.html). Rank Product is a nonparametric statistic that detects items that are consistently highly ranked within a list. This was used to identify differentially expressed probe sets based on the estimated percentage of false predictions (Hong et al. 2006). Differentially expressed probe sets were defined as those possessing a *P*‐value <0.05 and ¦log_2_ ratio¦ > 0.263 between the compared groups. Ontological analysis was performed with the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/) (Huang et al. 2009) and the Ingenuity Pathway Analysis package (IPA) (www.ingenuity.com). Hierarchical clustering was conducted with Genesis (http://genome.tugraz.at/). In order to determine nonrandom distribution of significantly regulated genes, chi‐square and Pearson's Correlation Coefficient were calculated. The array data have been uploaded to GEO (accession number GSE74145).

### Intraperitoneal glucose tolerance test phenotyping

In order to evaluate glucose uptake as a first approximation of a diabetes‐like phenotype, we performed intraperitoneal glucose tolerance test (IPGTT) on male rats (*N* = 18) at 50–60 days of age that had been exposed to normoxia (control) or neonatal 10% IH. As previously described, rats were fasted overnight for 16 h prior to IPGTT in order to achieve a non‐absorptive state (Waner and Nyska 1994). Immediately after the basal blood sample was collected, glucose (1 g/kg) was administered via intraperitoneal injection in a 50% dextrose solution, diluted in sterile PBS to a final volume of 700 *μ*L per injection. Blood was collected via tail clip at 0, 15, 30, 60, 90, and 120 min post glucose injection as described previously (Chintamaneni et al. 2014). Blood samples were centrifuged and plasma frozen for subsequent corticosterone, glucose, and insulin analysis. IPGTT data were analyzed by 2‐way ANOVA repeat on one factor (time) followed by Holm‐Sidak post hoc tests. Area under the curve (AUC) above baseline was calculated using the trapezoidal rule (Sigma Stat 12.5).

### Corticosterone, glucose, and insulin assays

All analytical techniques have been published previously (Chintamaneni et al. 2013). Plasma corticosterone was measured by radioimmunoassay (MP Biomedicals, Solon, OH). Plasma glucose was quantified spectrophotometrically using the glucose oxidase method (Pointe Scientific, Canton, MI). Insulin was measured by enzyme‐linked immunosorbent assay (Crystal Chem, Downers Grove, IL).

## Results

We hypothesized that plasma‐borne factors related to IH could be detected through their ability to induce gene expression in a healthy PBMC population. Therefore, co‐cultures were prepared with plasma from adult rats exposed to neonatal IH or normoxia. The transcriptional responses of the reporter cell population were comprehensively evaluated with a high‐density microarray. 

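Reporter peripheral blood mononuclear cells (PBMCs), the lymphocytes and monocytes of blood, came from 2 healthy Brown Norway rats, BN1 and BN2. Cells of each donor, 500000 per culture, were cultured for 6 h in medium with 20% plasma of 1 of 4 kinds, and each of the 8 cultures was hybridized to its own Affymetrix rat expression array. Normoxic control plasma was a pool from 8 adult Sprague-Dawley rats kept at 21% oxygen as neonates. The 5% IH plasma was a pool from 5 adult rats, and the 10% IH plasma a pool from 3, exposed to intermittent hypoxia on postnatal days 2 to 6. These rats were male and 114 days old when blood was taken. Autologous Brown Norway plasma gave the background. The source labels of the autologous arrays name both donors, so that which donor's cells and plasma they combine is not certain. The authors normalized the arrays together by Robust Multichip Analysis, which gives log2 values, and array medians were 5.53 to 5.56. The deposited table holds 31042 probe sets, of which 20826 carry 1 gene symbol. Each gene is represented here by its brightest probe set over the 8 arrays. A probe set met the study's criterion with a Rank Product p under 0.05 and a log2 ratio of group means beyond 0.263, and limma with Benjamini-Hochberg adjustment over all probe sets was run beside it. Each plasma was pooled 1 time, so the spread between the arrays of a group is that between 2 reporter donors, not between animals or pools.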

Figure 1 shows the data structure of the significantly regulated genes identified when comparing plasma from adult rats exposed to neonatal 5% IH versus normoxic control and plasma from adult rats exposed to neonatal 10% IH versus normoxic control. With a significance criterion of Rank Product (RP) *P*‐value <0.05 and ¦log_2_ ratio¦ > 0.263 (1.2‐fold), a total of 2579 regulated genes were identified. 

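With 5% IH plasma, 964 probe sets met the study's criterion against normoxic control plasma, 492 higher and 472 lower. *Lcn2*, an iron-binding protein of neutrophils and macrophages, was 1.64-fold higher (log2 ratio 0.72, standard error 0.125, n = 2 arrays per group). *Siglec5*, a sialic acid-binding receptor of myeloid cells, was higher by 0.69 on the log2 scale (standard error 0.156), and *Adgre1*, the macrophage receptor F4/80, by 0.54 (standard error 0.221). *Abca5*, a lipid transporter, was lower (log2 ratio -0.61, standard error 0.0935), as was *Ccl2*, a chemokine that attracts monocytes (-0.44, standard error 0.209, and -0.18 without the BN1 array of 5% IH, under the fold threshold). With 10% IH plasma, 2157 probe sets met the criterion, 1112 higher and 1045 lower, and 2865 met it with at least 1 of the plasmas. Of the 964, 268 were past the fold threshold in cells of both donors, as were 508 of the 2157, while 1154 of the 2157 were past it in donor BN1 alone. In limma, 0 probe sets had an adjusted p under 0.05 in either comparison (lowest adjusted p = 0.545 with 5% IH and 0.92 with 10% IH), against 790 and 1612 at an unadjusted p under 0.05, and without the BN2 array of 10% IH 46 had one with 10% IH. Simulated groups with no change, set against the control arrays in the same way, gave 549 to 633 and 556 to 639 probe sets in 20 simulations, and 1 simulation with the spread of all 8 arrays, autologous included, called 993 unchanged probe sets. The fold threshold alone gave 964 and 2158, so that the 1-sided Rank Product p removed 0 and 1, while a 2-sided p gave 964 and 1751. With any 1 array of the compared groups left out, the counts were 1939 to 2285 with 5% IH and 2746 to 3411 with 10% IH.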

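Genes that met the criterion with 5% IH plasma and not with 10% IH plasma included *Tlr7*, an endosomal receptor for single-stranded RNA (log2 ratio to control 0.46 with 5% IH and -0.14 with 10% IH), *Cyfip1*, a regulator of actin assembly (0.49 and -0.16), and *Cd14*, the lipopolysaccharide co-receptor of monocytes (0.40 and 0.03). Genes that met it with 10% IH plasma and not with 5% IH plasma included *Lmo2*, a transcriptional cofactor of blood cell development (0.63 and 0.11 with 10% IH and 5% IH), *Lgals9*, a galactoside-binding lectin (0.56 and 0.14), and *Fgf13*, which was lower (-0.54 and -0.03). Compared directly, *Tlr7* was higher with 5% IH than with 10% IH plasma by 0.60 (0.39 without the BN2 array of 5% IH), *Cyfip1* was higher by 0.65, and *Lmo2* was lower (-0.51), and each met the criterion there too. By probe sets, 708 met the criterion with 5% IH alone, 1901 with 10% IH alone and 256 with both. Without the BN2 array of 5% IH the ratio of *Tlr7* to control was 0.25, under the fold threshold. By genes, 355 of 14217 met it with 5% IH and 612 with 10% IH.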

In Figure 1A, a Venn diagram represents the 2579 genes that were subcategorized into (1) significantly regulated genes unique to adult plasma exposed to neonatal 5% IH treatment (*N* = 732); (2) all genes significantly regulated in the presence of adult plasma exposed to neonatal 5% IH (5% IH + intersection, *N* = 964); (3) significantly regulated genes unique to adult plasma exposed to neonatal 10% IH treatment (*N* = 1615); and (4) all genes significantly regulated in the presence of adult plasma exposed to neonatal 10% IH (10% IH + intersection, *N* = 1847). The heat map in Figure 1B illustrates the significantly annotated genes from the Venn diagram comparing normoxic control versus 5% IH and 10% IH. Figure 1C shows a subset of the well‐annotated genes from the intersection of 5% IH and 10% IH (*n* = 232) that are related to immune function. 

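Of the 18 genes of Fig. 1C measured here, 14 were higher with 5% IH plasma by the study's criterion and 11 with 10% IH plasma, and none was lower. *Ass1*, an enzyme of arginine synthesis, had log2 ratios to control of 0.57 with 5% IH and 0.51 with 10% IH (standard error 0.163, n = 2 arrays per group). *C3*, the central complement component, had 0.34 and 0.32 (standard error 0.121), and *Nr1h3*, the oxysterol receptor LXR alpha, had 0.34 with each (standard error 0.0952). *Cebpb*, a transcription factor of myeloid cells, had 0.29 and 0.33 (standard error 0.149). *Cebpd*, a related factor, met the criterion with 5% IH (0.40) and not with 10% IH (0.09). *Rbpj* (0.17 and -0.01), *Itga6* (0.04 and -0.08), *Cxcl9* (0.09 and 0.07) and *F8* (-0.06 and 0.01) did not meet it in either comparison by their brightest probe sets. The median log2 ratio of the 18 genes was 0.34 with 5% IH (adjusted p = 1.42e-24 from camera with a preset correlation, and with an estimated correlation adjusted p = 0.0231, or 0.0549 with donor in the fit as well) and 0.32 with 10% IH (adjusted p = 3.64e-07, adjusted p = 0.432 with an estimated correlation). Adjusted over the list alone in limma, 9 genes passed with 5% IH and 3 with 10% IH, and 0 when adjusted over all probe sets. The study chose these genes on these arrays, so the counts are not independent evidence of a direction. Under the fold threshold were, without the BN1 control array, *Cebpb* (0.16 and 0.20) and *C3* (0.25 and 0.22), without the BN2 array of 5% IH, *Cebpb* (0.18) and *C3* (0.21), and without the BN1 array of 10% IH, *Cebpb* (0.26). The 5% IH ratio of *Cebpd* was 0.20 by the mean of its probe sets, under the threshold.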

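Of the 256 probe sets that met the criterion with both IH plasmas, 123 were higher with both, 125 were lower with both and 8 went in opposite directions. The number on both lists was 950 without the BN1 control array, 801 without the BN2 control array and 69 with the dimmest 40% of probe sets left out. Lower with both were *Zfp462*, a zinc finger protein (log2 ratio -0.46 with 5% IH and -0.32 with 10% IH), *Cdk14*, a cyclin-dependent kinase (-0.48 and -0.40), *Mcpt9*, a mast cell protease (-0.42 and -0.46, the latter -0.30 without the BN2 array of 10% IH), and *Plg*, plasminogen (-0.42 and -0.28). With 10% IH, the ratio was under the fold threshold for *Cdk14* without the BN1 array of 10% IH (-0.24), for *Plg* without the BN1 control array (-0.18) and for *Zfp462* without the BN2 control array (-0.17). By the mean of a gene's probe sets, *Zfp462* (-0.25 and -0.22) and *Cdk14* (-0.16 and -0.085) were under it with both plasmas. The lists would share 17.6 higher and 15.9 lower probe sets if they were independent, and the chi-square of the overlap was 592. Across these 256 probe sets Pearson's r between the log2 ratios was 0.872 (95% confidence interval 0.839 to 0.898), where probe sets are not independent replicates. Both ratios share the 2 control arrays, and simulated groups with no change set against shared controls had 126 to 164 probe sets on both lists, a chi-square of 1223 to 2099 and an r of 0.818 to 0.948. The simulated groups vary less than the data, and their lists were shorter (549 to 633 and 556 to 639 probe sets, against 964 and 2157). Chi-square and r depend on list sizes and spread, so these ranges do not decide whether the overlap is weaker or stronger than shared controls give. Between ratios that share no control array (5% IH in 1 donor, 10% IH in the other), r across the 256 was 0.552 and 0.573, inside the 0.388 to 0.675 and 0.377 to 0.690 that the choice of probe sets past the threshold gave in the simulated groups.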

The intersection of 232 transcripts was significantly nonrandom (*χ* ^2^ = 608.2, *P* < 0.001) and found to be highly correlative (Pearson's Correlation Coefficient = 0.88). All subsets of genes were found to be positively correlative (Fig. 1D). 

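The log2 ratios to control went together across the probe sets of each part of the Venn diagram. *Cplx2*, a regulator of vesicle fusion, was higher by 0.40 with 5% IH and by 0.67 with 10% IH (0.58 and 0.22, and 0.54 and 0.79, in donors BN1 and BN2). Its mean level with control plasma was 3.315, toward the low end of the arrays' range, so the size of these ratios is less certain. Other genes responded to 1 plasma, such as *Siglec5*, with a ratio of -0.17 for 10% IH, and *Rasd1*, a Ras-related protein, with a ratio of -0.07 for 5% IH. The 5% IH ratio of *Cplx2* was 0.23 without the BN1 control array and its 10% IH ratio 0.38 without the BN2 array of 10% IH. The 10% IH ratio of *Siglec5* was -0.37 without the BN2 array of 10% IH and 0.04 without the BN1 array of 10% IH. Pearson's r was 0.704 across the 5% IH list (95% confidence interval 0.671 to 0.735), 0.616 across the 10% IH list (0.589 to 0.641) and 0.508 across probe sets on either list (0.480 to 0.534). It was 0.662 for probe sets on the 5% IH list alone (0.619 to 0.702), 0.618 for those on the 10% IH list alone (0.589 to 0.645) and 0.423 across all probe sets. Genes and probe sets are not independent replicates, so no p is given. In simulated groups with no change that share their controls, the median r was 0.748, 0.745 and 0.635 for the corresponding 2 lists and either list, and 0.498 across all probe sets. The covariance across all probe sets went the other way, at 0.00682 against 0.00528 to 0.00564 in the simulated groups, which vary less than the data. Across all probe sets, r was 0.415 and 0.479 between ratios of the same donor, which share a control array, and 0.0349 and -0.0165 between ratios of different donors, which share none (-0.0186 to 0.0159 and -0.0126 to 0.0135 in the simulated groups). Between the donors, the ratios of the same plasma had an r of 0.0226 for 5% IH and 0.0698 for 10% IH.

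**Figure D1:**
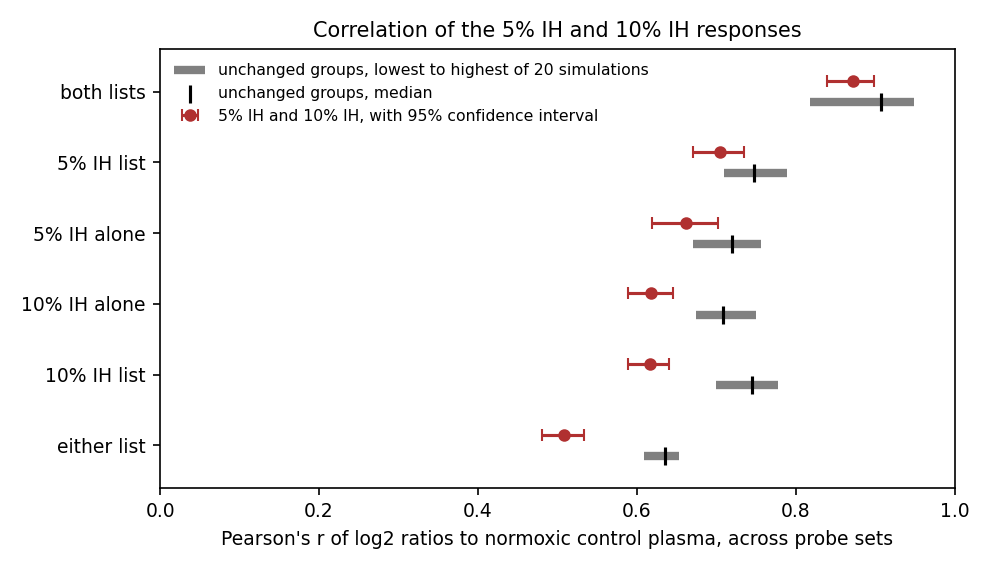
Pearson's r, across probe sets, between the log2 ratios of 5% IH and of 10% IH plasma to normoxic control plasma, for each part of the Venn diagram. Red points with bars are the measured r with its 95% confidence interval, grey bars run from the lowest to the highest of 20 simulations of unchanged groups that share their control arrays and black ticks are their medians, so that the measured r of 0.872 on both lists lies inside the simulated range and the r of 0.508 on either list lies under it. The simulated groups vary less than the data and gave shorter lists, so an r under the range does not show a correlation weaker than shared controls give.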

Overall, the two data sets exhibited identity, with the 2579 probe set union showing a Pearson's Correlation Coefficient of 0.51 and the 964 transcript 5% IH data set and 1847 transcript 10% IH data set showing Pearson's Correlation Coefficients of 0.70 and 0.62, respectively.

**Figure 1:**
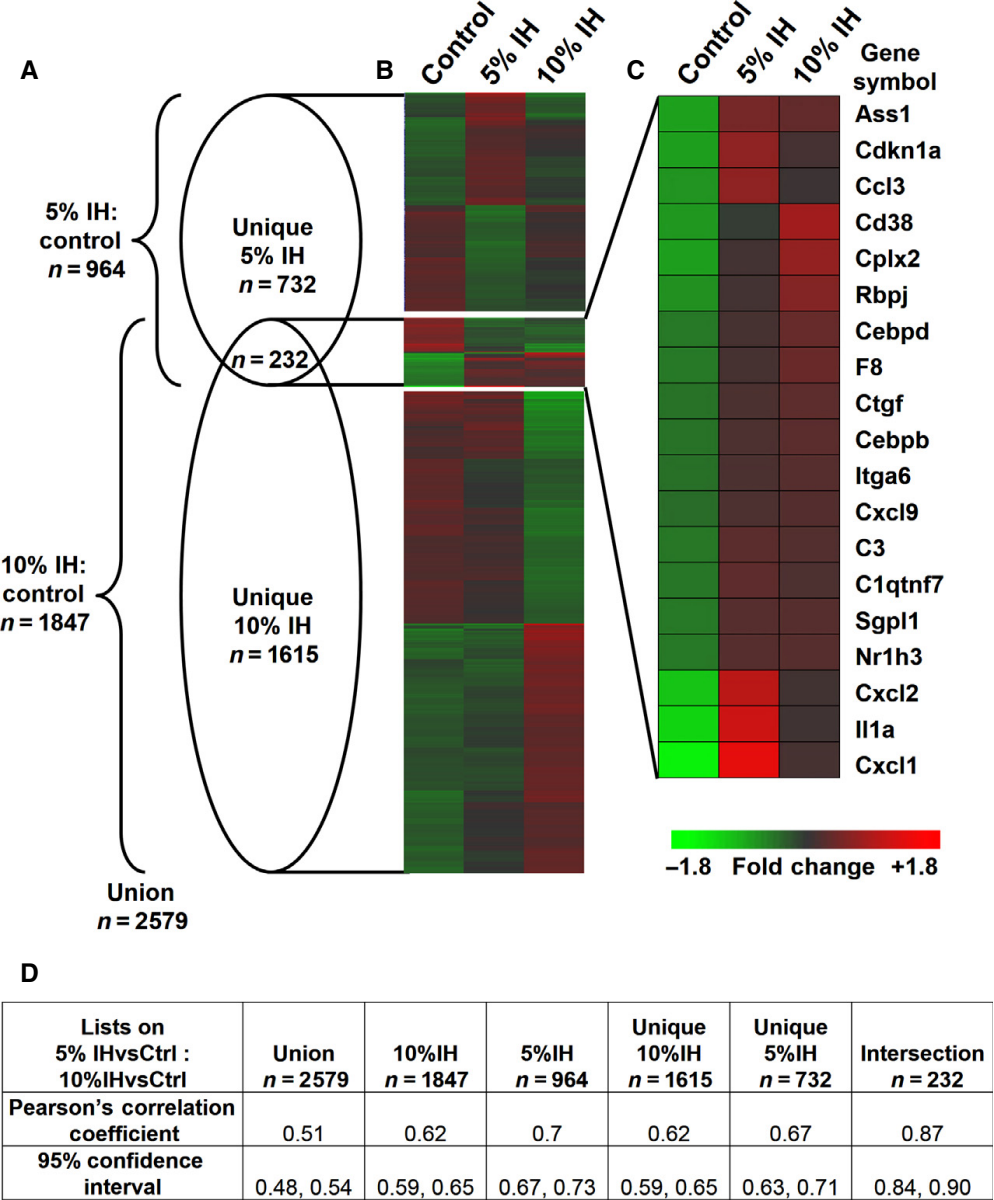
Analysis of genes significantly regulated by plasma from adult rats exposed to neonatal 5% IH and adult plasma exposed to neonatal 10% intermittent hypoxia compared to normoxic control using Genesis. (A) A Venn diagram illustrates the 2579 genes that were identified as significant using the cutoff criteria of RP *P*‐value <0.05 and ¦log_2_ ratio¦ > 0.263. (B) A heat map shows the mean expression of each experimental condition (Normoxic control vs. 5% IH vs. 10% IH) and are subdivided relative to the Venn diagram (top section = genes unique to 5% IH,* n* = 732; middle section = intersection of 5% IH vs. 10% IH,* n* = 232; bottom section = genes unique to 10% IH,* n* = 1615). (C) A subset of well‐annotated genes from the intersection of 5% IH and 10% IH plasma related to immune function are represented with a heat map. (D) Pearson's Correlation Coefficient and 95% confidence interval values are listed for all subsets of the Venn diagram.

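With 10% IH plasma the largest rise against normoxic control plasma was that of *Rasd1*, a Ras-related protein that glucocorticoids induce, at 2.91-fold (log2 ratio 1.54, standard error 0.306, n = 2 arrays per group), with 1.64 in donor BN1 and 1.45 in donor BN2. *Dhtkd1*, a mitochondrial dehydrogenase, was higher by 0.87 (1.33 without the BN1 control array and 0.40 without the BN2 control array), *Gadd45a*, a growth arrest and DNA damage gene, by 0.72, and *Fkbp5*, a co-chaperone of the glucocorticoid receptor, by 0.64. *Ubd*, a ubiquitin-like modifier of antigen-presenting cells (-0.79), *Plscr1*, an interferon-inducible scramblase (-0.78), *Klhl14* (-0.64), *Serpine2*, a serine protease inhibitor (-0.62), and *Fcer2*, the low-affinity IgE receptor of B cells (-0.61, and -0.33 by the mean of its probe sets), were lower. All of these met the study's criterion, with an adjusted p = 0.92 from limma for each. *Zfp451* also met it, with a log2 ratio of -0.76 that came from donor BN1 (-1.69), while donor BN2 had 0.17, and its ratio without the BN1 array of 10% IH was 0.0214. Relative to autologous plasma the fold changes with 10% IH plasma were -1.65 for *Rasd1*, -1.42 for *Fkbp5*, 1.56 for *Fcer2* and 3.29 for *Ubd*, where a negative value is the reciprocal of a ratio under 1. Of the 27 genes the study lists for 10% IH and measured here by their brightest probe sets, 8 were higher and 6 lower than with control plasma by the criterion (4 and 5 at a limma p adjusted over the list alone, 0 over all probe sets). That list was chosen on these arrays and is not independent evidence of a direction.

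**Figure D2:**
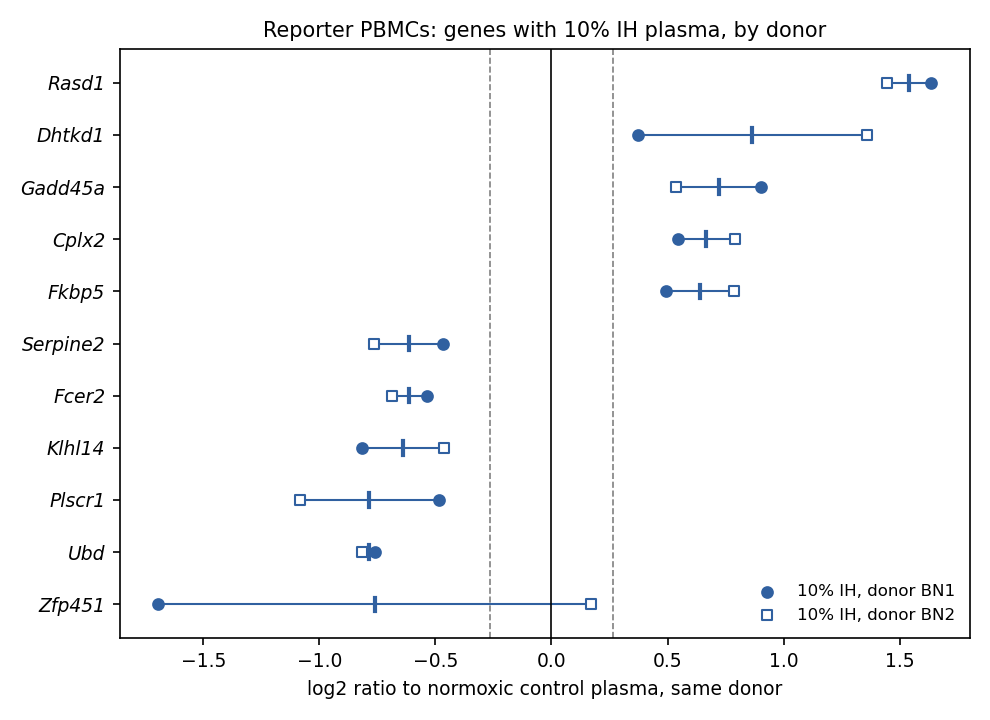
Log2 ratio of 10% IH plasma to normoxic control plasma in cells of each donor (filled circle BN1, open square BN2) for 11 genes that met the study's criterion, with a tick at the mean and dashed lines at the fold threshold of 0.263 in either direction. The donors lie on the same side of 0 for 10 of the genes and on opposite sides for *Zfp451* (-1.69 and 0.17).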

All genes with a fold‐change of ±1.5 (or greater) from adult plasma exposed to neonatal 5% IH and adult plasma exposed to neonatal 10% IH are listed in Table 1 with their respective fold‐change values relative to autologous plasma. Many of the genes altered by adult plasma exposed to neonatal 5% IH treatment group that had the greatest fold‐changes were genes important in inflammatory and immune responses. These included *Cxcl1* (chemokine C‐X‐C motif ligand 1)*, Cxcl2* (Chemokine C‐X‐C motif ligand 2)*, Ccl3* (Chemokine C‐C motif ligand 3) *Il1a* (Interleukin 1, alpha), and *Il1b* (Interleukin 1, beta), all of which had a fold change greater than 1.5.

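*Cxcl1*, a neutrophil-attracting chemokine, was 2.50-fold higher with 5% IH than with normoxic control plasma (log2 ratio 1.32, standard error 0.172, n = 2 arrays per group), with 1.25 in donor BN1 and 1.40 in donor BN2. *Il1a* was higher by 1.22 (standard error 0.182), *Il1b* by 0.98 (standard error 0.139), *Cxcl2* by 0.94 (standard error 0.229) and *Ccl3* by 0.61 (standard error 0.159). *Ptgs2*, the inducible cyclooxygenase of prostaglandin synthesis, was higher by 1.17 (standard error 0.18). Each met the study's criterion, and limma's p adjusted over all probe sets was 0.545 for *Cxcl1*, *Il1a*, *Il1b* and *Ptgs2* and 1 for *Cxcl2* and *Ccl3*. Adjusted over the 35 inflammatory cytokines and chemokines alone, it was 0.00115 for *Cxcl1*, *Il1a* and *Il1b*, 0.0236 for *Cxcl2* and 0.0281 for *Ccl3*. The study named these genes from the same arrays, so these p-values are not independent of its choice. Of the 12 genes the study lists for 5% IH, 9 were higher and 1 was lower by the criterion (8 and 1 at a p adjusted over the list alone), with a median log2 ratio of 0.70 (adjusted p = 1.29e-22 from camera, and with an estimated correlation adjusted p = 0.0231, or 0.0549 with donor in the fit as well). The study chose that list on these arrays, so it is not independent evidence of a direction. *Pdgfa* (0.22) and *Ptges* (0.13), a prostaglandin E synthase, did not meet the criterion by their brightest probe sets, and the other probe set of *Ptges* was 1.59-fold higher. Relative to autologous plasma, 5% IH plasma gave 6.79-fold for *Cxcl1*, 4.02-fold for *Il1a*, 26.6-fold for *Cxcl2* and 2.73-fold for *Ccl3*.

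**Figure D3:**
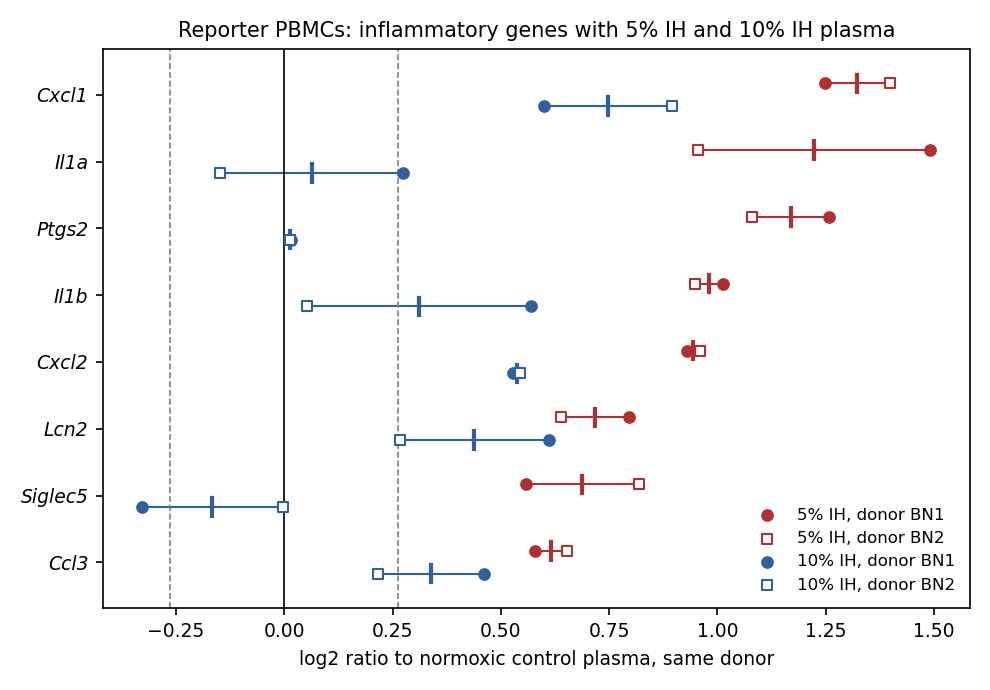
Log2 ratio to normoxic control plasma in cells of each donor (filled circle BN1, open square BN2) with 5% IH plasma in red and 10% IH plasma in blue, with a tick at the mean and dashed lines at the fold threshold of 0.263 in either direction. Every 5% IH point of these 8 genes lies above the threshold, and *Cxcl1* has the highest mean, 1.32.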

**Table 1:** Significantly regulated genes induced by plasma from adult rats previously exposed to neonatal 5% or 10% IH

Gene symbol	Gene name	Fold‐change
*Genes significantly regulated with 5% IH*		
*Cxcl1*	Chemokine (C‐X‐C motif) ligand 1	2.50
*Il1a*	Interleukin 1, alpha	2.34
*Ptgs2*	Prostaglandin‐endoperoxide synthase 2	2.25
*Il1b*	Interleukin 1, beta	1.97
*Cxcl2*	Chemokine (C‐X‐C motif) ligand 2	1.92
*Lcn2*	Lipocalin 2	1.64
*Siglec5*	Sialic acid binding lg‐like lectin 5	1.61
*Ptges*	Prostaglandin E synthase	1.59
*Cdkn1a*	Cyclin‐dependent kinase inhibitor 1A	1.58
*Ccl3*	Chemokine (C‐C motif) ligand 3	1.53
*Pdgfa*	Platelet‐derived growth factor alpha polypeptide	1.50
*Abca5*	ATP‐binding cassette, sub‐family A, member 5	−1.53
*Genes significantly regulated with 10% IH*		
*Rasd1*	RAS, dexamethasone‐induced 1	2.91
*Dhtkd1*	Dehydrogenase E1+ transketolase domain containing 1	1.82
*Sfrs2ip*	SR‐related CTD‐associated factor 11	1.78
*Cxcl1*	Chemokine (C‐X‐C motif) ligand 1	1.68
*Gadd45a*	Growth arrest & DNA damage inducible alpha	1.65
*Cd38*	CD38 molecule	1.62
*Cish*	Cytokine inducible SH2‐containing protein	1.61
*Cplx2*	Complexin 2	1.59
*Dck*	Deoxycytidine kinase	1.57
*Fkbp5*	FK506 binding protein 5	1.56
*Cul5*	Cullin 5	1.56
*Zfp317*	Zinc finger protein 317	1.54
*Rbbp6*	Retinoblastoma binding protein 6	1.54
*Pde4d*	Phosphodiesterase 40, cAMP specific	1.53
*Rif1*	Replication timing regulatory factor 1	1.53
*Api5*	Apoptosis inhibitor 5	1.53
*Pdha1*	Pyruvate dehydrogenase (lipamide) alpha 1	1.52
*Atxn3*	Ataxin 3	1.51
*Il1a*	Interleukin 1, alpha	1.51
*Fcer2*	Fc fragment of IgE, low affinity II, receptor for CD23	−1.53
*Serpine2*	Serpin peptidase inhibitor, clade E, member 2	−1.53
*Cbl*	Cbl proto‐oncogene E3, ubiquitin protein ligase	−1.53
*Igha*	Immunoglobin heavy constant alpha	−1.54
*Jam2*	Junction adhesion molecule 2	−1.55
*Klhl14*	Kelch‐like family member 14	−1.56
*Usp7*	Ubiquitin specific peptidase 2	−1.61
*Eif2c2*	Eukayotic translation initiation factor 2C, 2	−1.64
*Zfp451*	Zinc finger protein 451	−1.70
*Plscr1*	Phospholipid scramblase	−1.72
*Ubd*	Ubiquitin D	−1.73

Genes shown have a fold change ±1.5 or greater compared to autologous plasma (background).

Interestingly, these inflammatory genes (*Cxcl1, Cxcl2, Ccl3, Il1b*) did not have the same response in the adult plasma exposed to neonatal 10% IH. 

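With 10% IH plasma these 4 transcripts were also higher than with normoxic control plasma and met the study's criterion, by smaller amounts than with 5% IH plasma. *Cxcl1* was 1.68-fold higher (log2 ratio 0.75, with 0.60 in donor BN1 and 0.90 in donor BN2) and *Cxcl2* 1.45-fold higher (0.54, with 0.53 and 0.54, and 0.32 without the BN1 control array or the BN2 array of 10% IH). *Ccl3*, which attracts monocytes and T cells, was higher by 0.34 (0.46 and 0.22). *Il1b* was higher by 0.31, with 0.57 in donor BN1 and 0.05 in donor BN2. Compared directly, the transcripts were higher with 5% IH than with 10% IH plasma by 0.57 for *Cxcl1* (standard error 0.172), 0.41 for *Cxcl2* (standard error 0.229), 0.28 for *Ccl3* (standard error 0.159) and 0.67 for *Il1b* (standard error 0.139), and each difference met the criterion. limma gave an adjusted p = 0.92 for each of the 4 with 10% IH and adjusted p = 0.981 for each direct difference. Under the fold threshold were the 10% IH ratios of *Il1b* without the BN1 array of 10% IH (0.14) and of *Il1b* and *Ccl3* without the BN1 control array (0.23 and 0.26), and the direct differences of *Cxcl2* and *Ccl3* without the BN2 array of 5% IH (0.18 and 0.16), of *Cxcl2* without the BN1 array of 10% IH (0.19) and of *Ccl3* without the BN2 array of 10% IH (0.23).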

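*Il1a* encodes interleukin 1 alpha, a cytokine that is active in its precursor form and is released from damaged cells. Its brightest probe set had a log2 ratio of 10% IH to normoxic control plasma of 0.06 (standard error 0.182, n = 2 arrays per group), with 0.27 in donor BN1 and -0.15 in donor BN2, and did not meet the study's criterion (adjusted p = 0.983 from limma). The other of its 2 probe sets was 1.51-fold higher with 10% IH plasma, with log2 ratios of 0.75 and 0.43 in the donors. The mean of the 2 probe sets was higher by 0.33 and met the criterion. Between the IH plasmas, the brightest probe set was higher with 5% IH by 1.16 (1.22 in donor BN1 and 1.10 in donor BN2) and met the criterion, with an adjusted p = 0.981.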

*Il1a* was the only inflammatory gene significantly upregulated with adult plasma exposed to neonatal 5% IH that was also significantly upregulated with neonatal 10% IH.

Tables 2 and 3 list the DAVID pathway analyses for data from the adult plasma exposed to neonatal 5% IH and 10% IH treatment groups. Each group was subcategorized into four groups for analysis: all genes from each treatment (adult plasma exposed to neonatal 5% IH or 10% IH), genes unique to each treatment, only upregulated genes, and only downregulated genes. The most affected biological pathways, according to *P*‐value, with the 5% neonatal IH treatment are shown in Table 2. 

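Of 35 inflammatory cytokines and chemokines, 11 were higher with 5% IH than with control plasma by the study's criterion and 1, *Ccl2*, was lower. Beside the chemokines and interleukins with the largest changes, *Cxcl16*, a chemokine and scavenger receptor of macrophages, was higher by 0.52 on the log2 scale, *Il23a*, a subunit of interleukin 23, by 0.34, *Il18*, a cytokine of the IL-1 family, by 0.31 and *Ccl9* by 0.26. The median log2 ratio of the list was 0.085 (adjusted p = 1.75e-06 from camera, adjusted p = 0.336 with an estimated correlation). It was 0.159 without the BN1 array of 5% IH, 0.156 without the BN1 control array and 0.248 with the dimmest 40% of probe sets left out, and 9 members passed in limma when adjusted over the list alone and 0 when adjusted over all probe sets. Of 26 genes of the IL-1 pathway, 4 were higher and none was lower. These were *Il1a*, *Il1b*, *Il18* and *Il1rap*, the accessory protein of the IL-1 receptor, higher by 0.35 (0.19 by the mean of its probe sets, under the fold threshold), while *Il1rn*, the receptor antagonist, had a ratio of 0.23 and did not meet the criterion. The median of that list was 0.032 and its mean 0.113 (adjusted p = 0.0033 from camera, adjusted p = 0.224 with an estimated correlation), and 2 members passed when adjusted over the list alone. Both this list and that of inflammatory genes hold genes the study named from these arrays, *Il1a* and *Il1b* among them. Their p-values are thus not independent of the study's choice. Of 21 monocyte and macrophage markers, 5 were higher with 5% IH plasma, among them *Clec4a3* (0.36), *Fcgr1a*, a high-affinity IgG receptor (0.28), and *Itgam*, an integrin of myeloid cells (0.28), and 1, *Ccr2*, was lower (-0.29). The median of the markers was 0.109 (adjusted p = 0.0703, or 0.0070 with donor in the fit, and adjusted p = 0.674 with an estimated correlation). Without the BN1 control array or the BN2 array of 5% IH, *Il18* (0.25 with each), *Ccl9* (0.19 and 0.25), *Clec4a3* (0.17 and 0.21), *Fcgr1a* (0.12 and 0.063) and *Itgam* (0.16 and 0.097) were under the fold threshold, *Ccr2* was under it without the former (-0.20), and *Il1rn* was past it without the latter (0.31) or the BN2 control array (0.29). The adjusted p of the IL-1 pathway was 0.0981 without the BN1 control array and 0.229 without the BN2 array of 5% IH, and its median was 0.060 without the BN2 control array.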

The pathway analysis revealed inflammatory response, cytokine activity, and immune response as some of the most significantly upregulated biological pathways, with genes specifically related to the IL‐1 pathway. 

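By gene, 207 were higher and 148 lower with 5% IH than with control plasma by the study's criterion. Among the largest falls that went the same way in both donors were *Hdac11*, a histone deacetylase (log2 ratio -0.46, standard error 0.142, n = 2 arrays per group), *Tmem252* (-0.45, standard error 0.179), *Igfbp1*, a binding protein of insulin-like growth factors (-0.43, standard error 0.103), and *Bdkrb2*, the bradykinin B2 receptor (-0.41, standard error 0.173), each with an adjusted p = 1 from limma. Of 24 genes of iron, zinc and calcium homeostasis, none was lower and 1 was higher, *Hmox1*, the heme-degrading enzyme (0.27). The median log2 ratio of that list was 0.0145 (adjusted p = 0.43 from camera). This fixed list is not the gene set of the study's DAVID terms, and each gene was read at its brightest probe set. It therefore does not test the study's result on homeostatic processes. Under the fold threshold were *Tmem252* without the BN2 control array or the BN1 array of 5% IH (-0.22 with each), *Bdkrb2* without the latter (-0.20) or by the mean of its probe sets (-0.080), and *Hmox1* without the BN1 control array (0.16) or the BN2 array of 5% IH (0.078). With probe sets under the 40th percentile of brightness left out, 238 met the criterion, of which 71.4% were higher.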

All of the most downregulated pathways were related to homeostatic processes.

**Table 2:** Significantly regulated biological processes induced by plasma from adults previously exposed to neonatal 5% IH

Biological process	Count	Percentage	*P* value
*Significant pathways regulated with 5% IH*			
Response to wounding	40	5.9	1.00E‐08
Plasma membrane	137	20.2	1.80E‐08
Extracellular space	44	6.5	1.10E‐07
Inflammatory response	25	3.7	2.80E‐07
Defense response	35	5.2	5.80E‐07
Cytokine activity	17	2.5	1.00E‐06
Immune response	35	5.2	1.30E‐06
*Significant pathways unique to 5% IH*			
Plasma membrane	111	21.4	2.60E‐08
Inflammatory response to antigenic stimulus	6	1.2	2.70E‐06
Immune response	29	5.6	4.30E‐06
Inflammatory response	20	3.9	4.30E‐06
*Significant pathways upregulated with 5% IH*			
Defense response	31	8.9	2.20E‐11
Inflammatory response	22	6.3	2.90E‐10
Response to wounding	29	8.3	2.10E‐09
Immune response	28	8	5.50E‐09
Cytokine activity	15	4.3	1.20E‐08
Response to bacterium	19	5.4	4.40E‐08
*Significant pathways downregulated with 5% IH*			
Cation homeostasis	18	5.4	9.10E‐07
Cellular, di‐, tri‐valent inorganic cation homeostasis	15	4.5	5.40E‐06
Chemical homeostasis	23	6.9	1.10E‐05
Cellular cation homeostasis	15	4.5	2.10E‐05
Homeostatic process	27	8.1	6.20E‐05

Genes identified in Figure 1 were analyzed by DAVID to determine significantly regulated biological processes, and the most significant pathways regulated by 5% IH, determined by *P*‐value, are listed. The count value indicates the number of genes identified in that particular pathway, the percentage indicates the total number of genes in that pathway from the entire list submitted, and the *P*‐value defines the significance of the association of that particular pathways with the given gene list that was analyzed.

**Table 3:** Significantly regulated biological processes induced by plasma from adult rats previously exposed to neonatal 10% IH

Biological process	Count	Percentage	*P* value
*Significant pathways regulated with 10% IH*			
Platelet alpha granule	10	2	4.20E‐06
Basement membrane	11	2.3	8.10E‐06
Response to abiotic stimulus	26	5.3	1.10E‐05
Secretory granule	16	3.3	1.40E‐04
MAPK signaling pathway	17	3.5	5.60E‐04
Regulation of body fluid levels	10	2	7.00E‐04
Coagulation	8	1.6	9.90E‐04
*Significant pathways unique to 10% IH*			
Axon	11	4.3	2.00E‐04
Intrinsic to plasma membrane	14	5.5	1.10E‐03
MAPK signaling pathway	11	4.3	2.70E‐03
B cell receptor signaling pathway	6	2.4	3.20E‐03
Gland morphogenesis	6	2.4	4.30E‐03
*Significant pathways upregulated with 10% IH*			
Platelet alpha granule	9	3.2	9.50E‐07
Cytoplasmic vesicle part	13	4.6	8.20E‐06
Basement membrane	9	3.2	1.00E‐05
Secretory granule	14	4.9	1.10E‐05
Response to wounding	18	6.3	7.30E‐05
Regulation of body fluid levels	9	3.2	7.30E‐05
Coagulation	7	2.5	2.80E‐04
*Significant pathways downregulated with 10% IH*			
Phosphoprotein	52	25.1	2.50E‐07
Chromatin binding	10	4.8	2.70E‐05
MAPK signaling pathway	12	5.8	2.90E‐05
Regulation of RNA metabolic process	29	14	5.40E‐05
Natural killer cell mediated cytotoxicity	7	3.4	3.30E‐04
DNA binding	28	13.5	6.20E‐04
B cell receptor signaling pathway	6	2.9	6.60E‐04

Genes identified in Figure 1 were analyzed by DAVID to determine significantly regulated biological processes, and the most significant pathways regulated by 10% IH, determined by *P*‐value, are listed. The count value indicates the number of genes identified in that particular pathway, the percentage indicates the total number of genes in that pathway from the entire list submitted, and the *P*‐value defines the significance of the association of that particular pathways with the given gene list that was analyzed.

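With 10% IH plasma, 5 of 18 glucocorticoid-responsive genes were higher than with control plasma by the study's criterion and none was lower. Beside *Rasd1* and *Fkbp5*, *Tsc22d3*, which encodes the glucocorticoid-induced leucine zipper, was higher by 0.50 on the log2 scale, *Klf9*, a transcription factor, by 0.46 and *Ddit4*, an inhibitor of mTOR signaling, by 0.46. The median log2 ratio of the list was 0.137 (adjusted p = 0.00134 from camera, adjusted p = 0.968 with an estimated correlation), with 0.135 in donor BN1 and 0.0783 in donor BN2, and 3 members passed in limma when adjusted over the list alone and 0 over all probe sets. Of 12 B cell markers, 3 were lower, *Fcer2*, *Bank1*, a B cell scaffold protein (-0.46), and *Blk*, a kinase of B cell receptor signaling (-0.39), with a median of -0.0856 (adjusted p = 0.0894). Of 27 genes of MAPK signaling, 3 were higher, among them *Gadd45g* (0.37) and *Rasgrp1*, a Ras activator of lymphocytes (0.36), and 1 was lower, *Dusp7*, a MAP kinase phosphatase (-0.28), with a median of 0.0386 and an adjusted p = 0.245 for the list. With 5% IH plasma none of the 27 met the criterion, and their median was 0.0487 (adjusted p = 0.0155 from camera, 0.0566 by the mean of a gene's probe sets and 0.347 with an estimated correlation). None of 16 genes of B cell receptor signaling met the criterion (median 0.00976, adjusted p = 0.933). Of 19 platelet alpha granule contents, 2 were higher, *Clu* (0.36) and *Sparc* (0.28), with a median of 0.0345 (adjusted p = 0.526). Of 16 genes of complement and coagulation, *C3* and *Plaur*, the urokinase receptor (0.37), were higher and *Plau*, urokinase (-0.32), was lower, with a median of 0.050 (adjusted p = 0.726). The BN1 array of 10% IH stood apart from the other Sprague-Dawley plasma arrays, with an SD of 0.137 around its donor's mean profile against 0.093 to 0.106, and without it *Gadd45g* (0.17), *Rasgrp1* (0.037), *Dusp7* (-0.12) and *Clu* (0.13) were under the fold threshold. *Plaur* (0.26) and *Dusp7* (-0.26) were under it without the BN1 control array, and *Sparc* (0.23) and *Plau* (-0.25) without the BN2 control array. By the mean of a gene's probe sets, *Clu* (0.12), *Sparc* (0.16) and *Plau* (-0.16) were under it.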

Table 3 lists the significantly regulated biological pathways from the adult plasma exposed to neonatal 10% IH treatment group. While inflammatory‐related pathways were the most significant pathways regulated with 5% IH, the inflammatory response only had a *P*‐value of 5.4E‐02 containing only 0.9% of the genes from the 10% IH gene list (data not shown).

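With 10% IH plasma, 5 of the 35 inflammatory cytokines and chemokines were higher than with control plasma by the study's criterion and 2 were lower. *Cxcl10*, an interferon-inducible chemokine, was higher by 0.36 on the log2 scale, while *Ccl20*, a chemokine for dendritic cells and lymphocytes (-0.40), and *Il6* (-0.30) were lower. The median of the list was 0.0389 (adjusted p = 0.526 from camera), and 0 members passed in limma when adjusted over the list alone. Without the BN1 control array the median was -0.0106, and without the BN1 array of 10% IH it was 0.0908. Under the fold threshold were *Cxcl10* without the BN1 control array (0.087) or the BN2 array of 10% IH (0.13) and *Il6* without the BN1 control array (-0.023) or the BN1 array of 10% IH (-0.19). Of the 26 IL-1 pathway genes, 2 were higher, *Il1b* and *Il1rn* (0.35), with a list median of 0.0411 (adjusted p = 0.36). That median was 0.0082 without the BN1 control array and 0.0767 without the BN2 control array. None of 20 NF-kB target genes met the criterion (median -0.00561, adjusted p = 0.933). Of the 21 monocyte and macrophage markers 1 was higher, *Vcan*, a matrix proteoglycan (0.48, and 0.29 without the BN1 control array), and their median was -0.00299 and their mean 0.00624 (tested direction down, adjusted p = 0.933).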

To identify candidate mediators underlying the observed signatures, we utilized the Ingenuity Pathway Analysis (IPA) upstream regulator tool. 

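Of 20 NF-kB target genes, 6 were higher with 5% IH than with normoxic control plasma by the study's criterion and none was lower. Beside *Ptgs2*, these were *Bcl2a1*, an inhibitor of apoptosis (log2 ratio 0.43), *Icam1*, the adhesion molecule that binds leukocyte integrins (0.29), *Nfkbiz* (0.28), *Tnfaip2* (0.28) and *Sod2*, the mitochondrial superoxide dismutase (0.28). The median of the list was 0.108 (adjusted p = 4.01e-07 from camera, adjusted p = 0.198 with an estimated correlation), and 1 member passed in limma when adjusted over the list alone and 0 over all probe sets. Without the BN1 control array or the BN2 array of 5% IH, *Icam1* (0.19 and 0.21), *Tnfaip2* (0.20 and 0.13) and *Sod2* (0.23 and 0.20) were under the fold threshold. By the mean of a gene's probe sets, *Nfkbiz* (0.15) and *Tnfaip2* (0.0093) were under it, and the median of the list was 0.0681. *Il10*, an anti-inflammatory cytokine, was higher by 0.46 and *Tnf* by 0.44, and both met the criterion. Of 10 neutrophil markers 1, *Lcn2*, was higher (median 0.0385, adjusted p = 0.198 for the list). Of 15 genes of prostaglandin and leukotriene synthesis 1, *Ptgs2*, was higher (median 0.0213, adjusted p = 0.174).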

Significantly regulated pathways with adult plasma exposed to neonatal 5% IH included granulocyte and agranulocyte adhesion and diapedesis, IL‐10 signaling, and TREM1 signaling. Significant upstream regulators included IL1B and MYD88, an essential signal transducer in the IL‐1 pathway. 

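The tool infers regulators from the genes on a list, so a regulator's own transcript need not change. *Myd88*, the adaptor of the IL-1 and Toll-like receptors, had a log2 ratio to normoxic control plasma of -0.08 with 5% IH plasma (standard error 0.0958, n = 2 arrays per group) and 0.04 with 10% IH plasma, and met the study's criterion with neither. Of other components of IL-1 receptor signaling, *Il1rap* met it with 5% IH plasma, and *Il1r1*, the receptor (0.06), *Irak2*, a kinase of the receptor complex (0.10), and *Traf6*, a ubiquitin ligase downstream of it (-0.10), did not.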

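Of 20 p53 target genes, 1 was higher with 10% IH than with control plasma by the study's criterion, *Gadd45a*, and none was lower. *Cdkn1a*, the cell cycle inhibitor p21, had a log2 ratio of -0.05 by its brightest probe set, *Mdm2*, the ubiquitin ligase of p53, -0.01 and *Fas*, a death receptor, 0.02. By the mean of a gene's probe sets the signs changed, to 0.18, 0.17 and -0.013 in that order, all under the fold threshold. The median of the list was 0.016 (adjusted p = 0.522 from camera). Of 18 genes of death receptor signaling 1, *Xiap*, an inhibitor of caspases, was higher by 0.41 (0.27 without the BN1 array of 10% IH), and *Casp8*, the initiator caspase, had -0.04. The median of that list was -0.00609 and its mean 0.0143 (tested direction up, adjusted p = 0.933). 1 p53 target gene passed in limma when adjusted over the list alone, and 0 over all probe sets.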

Significant pathways with 10% IH included p53 signaling, death receptor signaling, and agranulocyte adhesion and diapedesis. The top upstream regulators included TGFB1, IL3, and IL7.

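The transcripts of these regulators did not meet the study's criterion with 10% IH plasma. *Tgfb1* had a log2 ratio to normoxic control plasma of 0.08 (standard error 0.159, n = 2 arrays per group), *Il3* 0.04 (standard error 0.097) and *Il7*, a growth factor of lymphocytes, 0.04 (standard error 0.134). *Il3* had a mean level of 2.85 with 10% IH plasma, near the low end of the arrays' range. Of 12 genes of the STAT5 cytokine response, 5 were higher with 10% IH plasma, among them *Pim1*, a survival kinase (0.44), *Socs3* (0.41) and *Socs1* (0.38), inhibitors of cytokine signaling, and 1 was lower, *Ccnd2*, a cyclin (-0.49). The median of that list was 0.121 (adjusted p = 0.72 from camera), with 0.248 in donor BN1 and -0.0278 in donor BN2. Without the BN1 array of 10% IH, *Pim1* (0.25), *Socs3* (0.25), *Socs1* (0.13) and *Ccnd2* (-0.22) were under the fold threshold, as was *Socs1* without the BN2 control array (0.24) or by the mean of its probe sets (0.23) and *Ccn2* without the BN2 array of 10% IH (0.24). Of 11 genes of the TGF-beta response 1 was higher, *Ccn2*, a matricellular growth factor, and the median was -0.026 and the mean 0.00249 (tested direction down, adjusted p = 0.933). *Ccn2* had mean levels of 3.075 with control and 3.41 with 10% IH plasma, also near the low end, so its rise is less certain.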

The set of plasma‐induced transcription experiments defined signatures showing significant regulation of genes responsible in inflammatory response pathways, specifically the IL‐1 pathway, suggesting neonatal exposure to intermittent hypoxia may play a role in the development of late‐onset inflammatory diseases (Tables 1, 2, 3). Additionally, these results comparing plasma from adult rats exposed to neonatal 5% IH to 10% IH suggested a transcriptional signature that included a significant innate immune component similar to diabetic rats (Kaldunski et al. 2010). It is known that increased cytokine levels can impair beta cell function, therefore we hypothesized that neonatal IH exposure may result in glucose intolerance as adults. 

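With 5% IH plasma *Siglec5* was higher than with 10% IH plasma by 0.85 on the log2 scale (standard error 0.156, n = 2 arrays per group), *Fcer2* by 0.71 (standard error 0.163), *Cd86*, a costimulatory ligand of antigen-presenting cells, by 0.61 (standard error 0.107, and 0.39 by the mean of its probe sets) and *Adgre1* by 0.55 (standard error 0.221). With 10% IH plasma *Rasd1* was higher, with a log2 ratio of 5% IH to 10% IH of -1.61 (standard error 0.306). By probe sets, 1967 met the study's criterion, 1018 higher with 5% IH and 949 lower. In limma 0 probe sets had an adjusted p under 0.05 (lowest adjusted p = 0.981), 1452 had an unadjusted p under 0.05, and 57 had an adjusted p under 0.05 without the BN2 array of 10% IH. From the regulation of inflammatory and IL-1 pathway genes, the paper proposes that IH after birth may have a part in inflammatory diseases that begin late. From the comparison of the IH plasmas it proposes an innate immune component like that of diabetic rats.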

Figure 2 shows the intraperitoneal glucose tolerance test (IPGTT) results conducted on adult rats previously exposed to 10% IH as neonates. Plasma glucose concentrations were not significantly different between adults exposed to neonatal IH and normoxic control rats. Plasma corticosterone from adult rats exposed to IH as neonates tended to be lower at each time point compared to the control; however, this was not significant. Plasma insulin levels tended to be higher in the adults exposed to neonatal IH, however, this was not significantly different from the control. The AUCs of glucose were 22717.4 ± 891.3 mg/dL/120 min (control) and 23030.2 ± 892.5 mg/dL/120 min (10% IH) (*N* = 9, *P* = 0.807). The AUCs of insulin were 197.5 ± 34.5 ng/mL/120 min (control) and 283.9 ± 60.1 ng/mL/120 min (10% IH). There was a tendency for the AUC of insulin to be greater with 10% IH; however, this was not significant (*N* = 9, *P* = 0.230).

**Figure 2:**
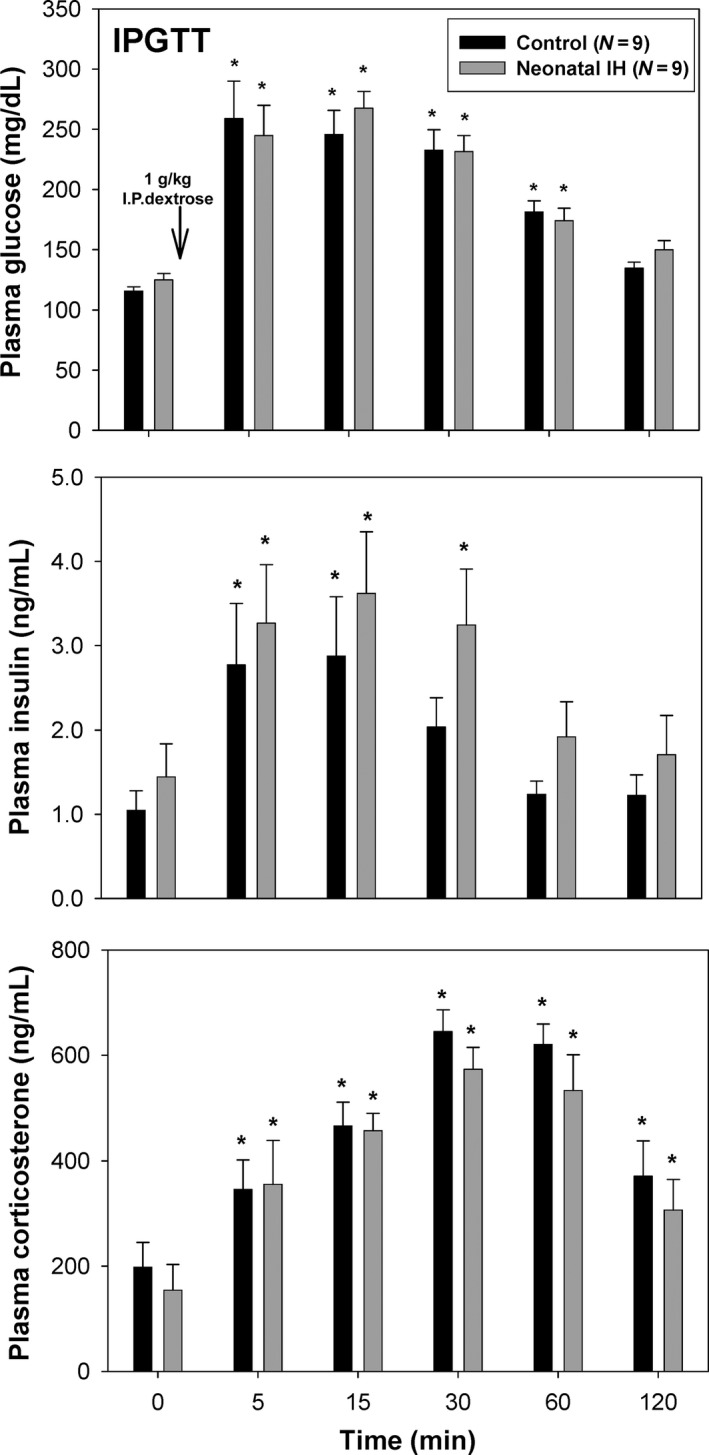
Intraperitoneal glucose tolerance test (IPGTT) in adult rats exposed to neonatal 10% IH versus normoxic control. Plasma glucose, insulin, and corticosterone were measured at preglucose injection (time = 0), and at 5, 15, 30, 60, and 120 min postglucose injection. *N* = 9 rats per mean ± SEM. *, Significant difference from baseline.

## Discussion

We hypothesized that exposure to *neonatal* intermittent hypoxia would exhibit an upregulation of inflammatory genes and pathways in the *adult* rat from long‐lasting programming. Using plasma‐induced transcriptional analysis, we determined that the extracellular milieu of adult rats previously exposed to neonatal intermittent hypoxia (5% or 10% O_2_) possesses a proinflammatory bias. Of most interest was the transcriptional increase of *Il1a* and *Il1b* induced by plasma from adults exposed to neonatal 5% IH and 10% IH. 

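*Il1b* was among the transcripts that any Sprague-Dawley plasma raised most. Its log2 level was 5.34 ± 0.181 (SD, n = 2 arrays) with autologous plasma, 9.15 ± 0.118 with normoxic control plasma, 10.13 ± 0.0727 with 5% IH plasma and 9.46 ± 0.247 with 10% IH plasma. Against autologous plasma these are 14.0-fold, 27.6-fold and 17.4-fold, with limma adjusted p = 4.29e-06, 1.74e-06 and 3.35e-06. The level of *Il1a*, by its brightest probe set, was 4.35 ± 0.376, 5.13 ± 0.158, 6.35 ± 0.221 and 5.19 ± 0.141 in the same order. Against autologous plasma it passed with 5% IH plasma (adjusted p = 4.06e-04) and not with normoxic control (adjusted p = 0.0897) or 10% IH plasma (adjusted p = 0.0843).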

IL‐1 plays a central role in the regulation of immune and inflammatory responses. Furthermore, increased basal IL‐1*α* and IL‐1*β* expression levels can lead to the development of the type 2 diabetes mellitus phenotype (Banerjee and Saxena 2012).

The neonatal rat is a useful model for human prematurity because it is an altricial species; the PD12 rat is considered similar neurologically and physiologically to a full term human neonate (Romijn et al. 1991; Clancy et al. 2001, 2007; Guenther et al. 2012; Chintamaneni et al. 2013, 2014). Therefore, discussion of the long‐term effects of late gestation fetal hypoxia is worthwhile in this context, particularly because studies of the long‐term effects of fetal hypoxia are more numerous and comprehensive than neonatal hypoxia in precocial species.

There is a general consensus that prenatal hypoxia exposure leads to an increased risk of insulin resistance and altered glucose metabolism in adulthood (Camm et al. 2011; Rueda‐Clausen et al. 2011; Cao et al. 2012), and an increased risk to develop diabetes (Coughlan et al. 2004; Clarenbach et al. 2011). Cao et al. showed that prenatal hypoxia damages the developing hepatic parenchyma cells that are associated with hepatic insulin signaling (Cao et al. 2012). This leads to altered glucose metabolism, insulin sensitivity, and an increase in inflammatory‐related diseases in postnatal life. Camm et al. proposed that the mechanism of insulin resistance in adults exposed to fetal hypoxia is through the PI3K/Akt signaling cascade, specifically through the decrease in expression of Akt‐2 in muscle and liver tissue (Camm et al. 2011). Akt‐2 plays a key role in the signal transduction downstream of the insulin receptor, and they showed that Akt‐2 was significantly decreased in the muscle tissue of adults exposed to fetal hypoxia compared to normoxic controls. Additionally, Akt‐2 knockout mice have a profound diabetic phenotype and severe insulin resistance (Cho et al. 2001). However, we found no significant difference in Akt‐2 expression in either treatment group (adult plasma from rats exposed to neonatal 5% IH or adult plasma from rats exposed to neonatal 10% IH).

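*Akt2* encodes a kinase of insulin signaling. By its brightest probe set of 4, its log2 ratio to normoxic control plasma was 0.06 with 5% IH plasma (standard error 0.0868, n = 2 arrays per group) and 0.10 with 10% IH plasma, and neither met the study's criterion (adjusted p = 1 and 0.939 from limma). With any 1 of the arrays left out, the ratios ran from 0.03 to 0.09 and from 0.07 to 0.12. By the mean of the 4 probe sets they were -0.058 and 0.052. Of 22 genes of insulin and PI3K-Akt signaling, none met the criterion with 5% IH plasma and 1 was higher with 10% IH plasma, *Pik3r1*, a regulatory subunit of the kinase, whose ratio was 0.20 without the BN1 control array and 0.24 without the BN1 array of 10% IH, under the fold threshold. The median of the list was -0.00963 and its mean 0.0091 with 5% IH plasma (tested direction up, adjusted p = 0.882 from camera), and the median was -0.0281 with 10% IH plasma (adjusted p = 0.903). These are levels in reporter PBMCs, not in muscle or liver of the IH rats.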

We have previously shown that neonatal IH exposure has a programming effect on the HPA axis, resulting in an augmentation of plasma ACTH levels, and a prolonged corticosterone response to restraint stress (Chintamaneni et al. 2013). Nesterenko et al. described links between fetal programming and adult onset inflammatory diseases, but the mechanism is unclear (Nesterenko and Aly 2009). However, they conclude that adult disease onset is not an effect of just fetal hypoxia exposure alone, but rather a combined effect of oxidative stress, nutrient uptake, birth weight, immune maturation, and gene expression. One study showed that chronic fetal hypoxia exposure resulted in an upregulation of inflammatory related genes, while acute fetal hypoxia exposure only showed an upregulation of hexokinase, phosphofructokinase, and aldolase related genes (Huang et al. 2004).

There were interesting differences in the signature between adult rats exposed to 5% and 10% neonatal IH. Of most interest was the difference in inflammatory markers between 5% IH and 10% IH. 

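Of the 35 inflammatory cytokines and chemokines, 12 were higher with 5% IH than with 10% IH plasma by the study's criterion and none was lower. The list holds genes the study named from these arrays, so its tests are not independent of that choice. *Tnf* was higher by 0.48 on the log2 scale (0.20 by the mean of its probe sets, under the fold threshold) and *Cxcl16* by 0.46. The median of the list was 0.114 (adjusted p = 0.00136 from camera, adjusted p = 0.55 with an estimated correlation), or 0.269 with the dimmest 40% of probe sets left out (adjusted p = 1e-05), and 2 members passed in limma when adjusted over the list alone and 0 over all probe sets. Of the 20 NF-kB target genes 4 were higher and none was lower, among them *Bcl2a1* (0.47), with a median of 0.158 (adjusted p = 8.3e-05 from camera, adjusted p = 0.446 with an estimated correlation). Monocyte and macrophage markers had a median of 0.0762 (-0.0162 in donor BN1 and 0.108 in donor BN2, 4 of 21 higher and 1 lower), with an adjusted p = 0.0859, or 0.0365 with donor in the fit (adjusted p = 0.733 with an estimated correlation). The adjusted p of the inflammatory list was 0.231 without the BN2 array of 5% IH and 0.0965 without the BN1 array of 10% IH.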

There was a significant increase in inflammatory‐related genes (*Cxcl1, Cxcl2, Ccl3, Il1b)* and inflammatory‐related pathways with adult rats exposed to neonatal 5% intermittent hypoxia. These genes did not show a significant increase in expression with 10% intermittent hypoxia. We have observed a similar phenomenon with intermittent neonatal hypoxia with respect to the behavior of the HPA axis in adults (Chintamaneni et al. 2014). In that study, less severe intermittent hypoxia (10% O2) produced a different HPA axis “programming” response than more severe intermittent hypoxia (5% O2). Furthermore, the neonatal rat has a hypothermic response (Guenther et al. 2012) which is likely to be a covariate in the acute and long‐term effects of neonatal hypoxia. We are currently evaluating the long‐term effects in adult rats after exposure to neonatal hypo‐ versus isothermia during neonatal hypoxia.

To put these hypoxic exposures into context, we have shown previously that 10% IH produces trough transcutaneous O2 levels of about 40–50% and 5% IH produces trough transcutaneous O2 levels of about 25–30% (Chintamaneni et al. 2014). This is relevant clinically as human premature neonates can achieve these severe levels of hypoxia during periods of apnea (Hiatt et al. 1981; Al‐Matary et al. 2004).

There are few studies on the programming effects of neonatal intermittent hypoxia on adult metabolism. Since neonatal IH increases plasma corticosterone concentrations (Chintamaneni et al. 2013), it is useful to briefly discuss the long‐term effects of neonatal glucocorticoid (GC) treatment. It is known that GCs play a major role in immune development (King et al. 1995). It is assumed that GC treatment during the first few years of life has an effect on immune development since it is noted that children receiving the treatment have increased hospital admissions for infections compared to nontreated children of the same age (Smolders‐de et al. 1990). Part of this may be due to the fact that preterm infants are commonly treated with high doses of GC (Cummings et al. 1989). Early neonatal GC exposure has permanent programming effects on immunocompetence and neuroendocrine functioning later in life (Bakker et al. 2000). In rats neonatally treated with dexamethasone, adults had a decreased production of cytokines and exhibited a shift toward pro‐inflammatory cytokine profile (Bakker et al. 2000). This is the same as observed in 7–10 year old children that had neonatal GC treatment (Karemaker et al. 2008).

Although the transcriptional signature highlights the upregulation of the IL‐1 pathway and subsequent inflammatory markers, we did not show an effect of neonatal IH on the plasma glucose, insulin, and corticosterone responses to IP glucose. It is possible that the glucose tolerance test is too potent a stimulus to detect subtle changes in insulin responsiveness and sensitivity. For logistical reasons, we performed the IPGTT in the rats when they were younger compared to when the plasma was obtained for signature analysis. It is possible that older rats may have shown significant glucose insensitivity. However, Pae et al. performed glucose tolerance tests just a few days after neonatal IH exposure (Pae et al. 2013). They reported abnormal blood glucose regulation in IH treated animals compared to control, where blood glucose initially increased at a much faster rate and peaked significantly higher than the control group. Plasma insulin levels were also significantly lower in the IH treated group. Despite these caveats, the transcriptional signature we identified may not be related to a long‐term change in glucose regulation.

## Conclusions

We have identified a novel plasma‐induced transcriptional signature in adult rats exposed to neonatal 5% and 10% intermittent hypoxia that contains an upregulation of inflammatory‐related genes, most interestingly, *Il1a* and *Il1b*. Although this transcriptional signature did not translate to a phenotypic change in glucose regulation in adults exposed to neonatal intermittent hypoxia compared to normoxic control, future experiments will evaluate glucose regulation using a more subtle stimulus (Sjostrand et al. 2014; Ye et al. 2014, 2015). Lastly, the phenotypic focus for this study was on glucose regulation as well as the circulating milieu in adult rats that experienced IH as neonates. There is the potential that this transcriptional signature may uncover changes in other pathophysiological systems important in late‐onset inflammatory diseases.

## Conflict of Interest

The authors have no conflicts of interest to disclose.

How the deposited data were processed for this re-analysis (not part of the article)

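Transcript levels were measured in peripheral blood mononuclear cells of 2 Brown Norway rats, cultured with autologous plasma or with pooled plasma of adult Sprague-Dawley rats raised in normoxia or exposed to 5% or 10% IH as neonates, on 8 Affymetrix Rat 230 2.0 arrays, 2 per plasma. The authors made the log2 values before they were deposited, with Expression Console and Robust Multichip Analysis, which corrects background, normalizes the arrays by quantiles and summarizes the probes of a probe set. The submitters' notes also name Partek, with no version or role. The table holds 31042 probe sets with no missing value, from 1.66 to 14.3, and array medians lie close together, so no further scaling was applied. Of the probe sets, 20826 have 1 gene symbol, 436 have several and 9780 have none in the annotation used, which gave 14217 genes. Gene symbols of the annotation served as names alone, and no genome coordinates were used. A gene is represented by the probe set with 1 symbol and the highest mean over the 8 arrays.

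Arrays were grouped by plasma, and replicate numbers give the reporter donor. Deviations of arrays from their group means correlated between arrays of the same number at 0.24 for control and 5% IH, 0.059 for control and 10% IH and 0.165 for 5% and 10% IH, but at -0.00387, -0.0833 and -0.171 for control, 5% IH and 10% IH with autologous plasma. The comparisons were 5% IH with control, 10% IH with control, 5% IH with 10% IH and each Sprague-Dawley plasma with autologous plasma. The study's criterion was applied with an R implementation of the Rank Product, since the package the study names was not available. It used all 4 between-array log2 ratios of a comparison, 100 permutations of the values within arrays, a 1-sided permutation p under 0.05 in either direction and an absolute log2 ratio over 0.263 (1.2-fold). limma 3.58.1 in R 4.3.3 was fitted to the 4 groups over all 8 arrays without a donor term, with Benjamini-Hochberg adjustment over all probe sets, and standard errors are limma's. Pathways were tested as 35 lists of fixed genes (683 genes, 574 of them measured) with camera at a preset correlation between genes of 0.01, with adjustment over the lists of a comparison. The pathway and upstream regulator tools of the study were not available. The lists of glucocorticoid-responsive genes, p53 target genes, platelet markers and B cell markers were written with the study's Tables 1 and 3 seen, and 3 lists hold the genes of the study's own Table 1 and Fig. 1C. The inflammatory, IL-1 pathway and NF-kB lists also hold genes of Table 1, such as *Il1b* and *Ptgs2*. Their tests are thus not independent of the study's choice.

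The genes named were set by a rule written before the data were examined. The rule takes, for 4 comparisons (each IH plasma with control, 5% IH with 10% IH, control with autologous), the 10 largest rises and 10 largest falls among genes that met the criterion and changed the same way in both donors, every gene the study names, and members of the lists as examples. The values of Table 1 had been seen by then. The steps were checked on simulated data, in which donor means plus noise were given a change in 50 probe sets at each of several sizes. The criterion recovered 90% of changes of 0.4 and 100% of changes of 0.7, 1 and 2, and called 993 unchanged probe sets. limma recovered 4%, 66%, 96% and 100%, and called 3 unchanged probe sets. camera gave a raised list an adjusted p = 5.06e-16 and called 0 of 35 unchanged lists, in data simulated without correlation between genes. The overlap and correlation of the IH responses were set against 20 simulations of unchanged groups that share their control arrays.

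The alternatives were ratios within donor, a 2-sided p, the estimated share of false predictions, limma in place of the Rank Product, a filter on probe sets under the 40th percentile of mean level, quantile normalization or median centring again, 1 probe set per gene or the mean of a gene's probe sets, donor in the fit, the arrays of the compared groups alone, an intensity trend with robust moderation, an estimated correlation in camera, the rotation test fry, another reference for Table 1 and each array left out. A planned check of RNA quality on 3' and 5' control probe sets could not be made, since the table holds 0 control probe sets. Glucose tolerance, body weight, hormone and cell culture measurements other than the arrays have no deposited values and were not analysed here.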

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

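The tests on the correlation of the IH responses and on the BN1 array of 10% IH were chosen after those results were seen, and the tests on glucocorticoid-responsive genes were written before theirs, but the list was written with the values of *Rasd1* and *Fkbp5* in the paper's Table 1 seen.

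The responses to 5% IH and 10% IH plasma correlate in every part of the Venn diagram, and both are ratios to the same 2 control arrays. Over all probe sets, ratios that share no control array had a mean r of 0.00918, but the same plasma in the 2 donors also had an r of only 0.0226 with 5% IH and 0.0698 with 10% IH (0.526 for control against autologous plasma), so that by this value noise of the shared control arrays and a response of 1 donor's cells to both plasmas cannot be told apart. Their covariance was 0.011 of that of ratios that share a control array, which argues against a response common to both IH plasmas and both donors as the source of the correlation over all probe sets. A response of few genes stays open: 36 probe sets were past the fold threshold in the same direction in all 4 within-donor ratios, against 12 to 31 in simulated unchanged groups, which vary less than the data (556 to 639 probe sets met the criterion with 10% IH there, against 2157), and *Cxcl1* and *Cxcl2* were higher in both donors with both plasmas. Whether an array that stands apart gave the excess was not tested, and 1 pool per exposure does not part IH from the pools.

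Of the 2157 probe sets that met the criterion with 10% IH plasma, 1154 were past the fold threshold in donor BN1 alone, whose 10% IH array also had 1647 probe sets past it around its donor's mean profile, against 452 to 782 for the other Sprague-Dawley plasma arrays. In 544 of these, other probe sets of the same gene moved by a median of 0.0608 against 0.60 for the called ones, a share of 0.101 (95% interval 0.0729 to 0.123). Elsewhere in the IH comparisons the share ran from 0.00133 (BN1 alone with 5% IH, interval -0.0687 to 0.0726) to 0.162 (both donors with 5% IH, 0.0176 to 0.255). It was 0.0726 for both donors with 10% IH. The share of 0.101 lay under those of control against autologous plasma, where limma made calls (0.362, interval 0.294 to 0.415, for both donors and 0.211, 0.173 to 0.254, for BN1 alone). With bright pairs of probe sets alone it was 0.13 (417 pairs), against 0.477 for both donors and 0.263 for BN1 alone there. Elsewhere in the IH comparisons the share of bright pairs ran from 0.0771 to 0.296. Even the clear response stayed under the 0.5 set for a change of whole transcripts, and noise of single called probe sets, whose part here is not known, lowers the share too, so a change of whole transcripts in cells of that donor and a probe-level difference of the array cannot be told apart. Of the BN1 probe sets of 10% IH, 23.6% were dim, against 69.3% to 81% of those past the threshold in 1 donor alone elsewhere in the IH comparisons, and a change of splicing or polyadenylation in that culture was not tested.

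Of 18 glucocorticoid-responsive genes, which the paper does not discuss as a group, 5 were higher with 10% IH than with control plasma by the criterion. In both donors, 12 were higher and 4 lower. The list median was 0.137 (adjusted p = 0.00134 from camera, adjusted p = 0.968 with an estimated correlation). The median in donor BN2 alone was 0.0783 (bootstrap 0.0121 to 0.276), which leaves open whether the BN1 array carries the pattern, since the interval spans both predicted bounds. The 3 members lower with control than with autologous plasma in limma, *Rasd1*, *Tsc22d3* and *Ddit4*, were all higher with 10% IH than with control plasma in both donors (3 of 3, of which *Rasd1* was known from Table 1), as more glucocorticoid activity in the 10% IH pool than in the control pool would give. In this test noise of the shared control arrays would raise the same members, so that a candidate explanation is either, but *Rasd1*, *Tsc22d3* and *Ddit4* were also higher with 10% IH than with 5% IH plasma in both donors, a comparison without control arrays. The list as a whole had a median of -0.0851 between 5% IH and 10% IH (adjusted p = 0.0859). In the paper's glucose tolerance test, on younger rats, corticosterone tended to be lower after 10% IH than in controls, without significance.

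With 5% IH against control plasma, other lists the paper does not discuss were higher by camera: cholesterol synthesis and uptake (median 0.0889, adjusted p = 1.36e-04, 10 of 17 genes higher in both donors, adjusted p = 0.347 with an estimated correlation), endoplasmic reticulum stress genes (0.0866, adjusted p = 1.3e-04, 18 of 19 genes, adjusted p = 0.362) and glucocorticoid-responsive genes (0.0713, adjusted p = 0.045, 12 of 18 genes, 0.0843 with donor in the fit, 0.0566 by the mean of a gene's probe sets, adjusted p = 0.611 with an estimated correlation). No member of the cholesterol or endoplasmic reticulum list met the criterion.

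Between 5% IH and 10% IH plasma 7 lists differed by camera and none with an estimated correlation. Higher with 5% IH were cholesterol synthesis and uptake (0.102), immediate-early genes (0.0957, but 0.0310 with an adjusted p = 0.158 by the mean of a gene's probe sets, and an adjusted p = 0.0679 with dim probe sets left out), inflammatory cytokines and chemokines (0.114), NF-kB target genes (0.158), and the study's own genes of Fig. 1C (0.0581) and of Table 1 for 5% IH (0.375), which are not independent evidence. Platelet markers were lower by camera (-0.152, adjusted p = 0.0253, 8 of 10 genes in both donors, adjusted p = 0.576 with an estimated correlation), but only 1 of the 10 was lower by the criterion.

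The paper does not report the comparison of normoxic control plasma with autologous plasma, where 551 probe sets had an adjusted p under 0.05 (460 higher and 91 lower) and monocyte and macrophage markers had a median log2 ratio of 0.956 (18 of 21 met the criterion, adjusted p = 0.0506 with an estimated correlation).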

How the results depend on the processing

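The settings chosen after the values were seen are the largest-fold probe set for Table 1 and the crossed donor numbers of the autologous arrays; the others were planned. Paired by donor (replicate block), ratios within donor gave 964, 2157 and 256 probe sets with 5% IH, 10% IH and both, which says nothing on stability, since their mean is the same and the fold threshold alone gives 964 and 2158. limma with donor in the fit gave 509, 585 and 377 at adjusted p under 0.05 for control, 5% IH and 10% IH against autologous plasma (573, 623 and 393 with crossed numbers), and 0 between Sprague-Dawley plasmas (at unadjusted p under 0.05, 872, 1693 and 1586). Besides the lists given with their blocked p, donor in the fit changed no list call named in the text at the preset correlation. Renormalizing by quantiles gave 951 and 2121 and centring 958 and 2156 for the 5% and 10% IH counts. A 2-sided p gave 964, 1751 and 230 for 5% IH, 10% IH and both. With the estimated share of false predictions the counts were 14, 4 and 0 for 5% IH, 10% IH and both, and r on either list was -0.602, reversed over so few probe sets. With limma's unadjusted p they were 562, 1194 and 111, with r of 0.931 on both lists and 0.544 on either. Without dim probe sets they were 238, 1332 and 69 (r 0.753 and 0.439), 24.7% and 61.8% of the calls with 5% and 10% IH, so that most 5% IH calls lie in dim probe sets, and with 1 probe set per gene 355, 612 and 72 (r 0.916 on both). With no shared control array r was 0.552 and 0.573 on both lists and 0.288 and 0.141 on either (0.377 to 0.690 and 0.23 to 0.41 in simulated unchanged groups). With the arrays of the compared groups alone, limma called 1 for 10% IH against control and 239 for 10% IH against autologous plasma. With an estimated correlation in camera, 2 lists passed for 5% IH against control, 0 for 10% IH against control, 0 for 5% against 10% IH, 0 for control against autologous and 8 each for 5% IH and 10% IH against autologous plasma, and with donor in the fit as well 0 in each comparison (lowest adjusted p = 0.0512). With fry, 2, 0 and 0 passed for the 3 comparisons between Sprague-Dawley plasmas. The median was then as before, and the call lost, for the IL-1 pathway with 5% IH (0.0322), inflammatory genes with 5% IH (0.0849) and inflammatory genes between IH plasmas (0.114). Of Table 1, 0 folds matched within 0.006 against the autologous arrays, 21 against the control arrays and 37 by the largest-fold probe set. With 1 array left out (a lone array is assumed to vary like the others), the ranges were 1939 to 2285 (5% IH), 2746 to 3411 (10% IH), 258 to 950 (both, highest without control replicate 1), r 0.767 to 0.930 (both) and 0.361 to 0.709 (either). At adjusted p under 0.05 they were 0 to 46 for 10% IH against control and 0 to 57 for 5% against 10% IH, highest without 10% IH replicate 2, 259 to 568 for 10% IH, 308 to 507 for 5% IH and 223 to 434 for control against autologous plasma. List medians ranged from 0.0230 to 0.0604 for the IL-1 pathway with 5% IH and from 0.108 to 0.153 for inflammatory genes between IH plasmas. *Zfp451* with 10% IH ran from -1.54 to 0.0214, reversed without 10% IH replicate 1. Of the remaining results, 172 values of whole comparisons and 801 of genes and lists kept their side of the threshold (counts within 1.5 times), of which 2 and 25 that were not past it changed sign (the 2 are inflammatory genes with 10% IH, 0.0389 to -0.0106 without control replicate 1, and *Akt2* with 5% IH, 0.06 to -0.058 by the mean of its probe sets), 109 of genes and lists lost a call and 7 gained 1 (among them *Ptges* with 5% IH and *Il1a* with 10% IH by the mean of their probe sets, 0.40 and 0.33, and *Pdgfa* without control replicate 2 or 5% IH replicate 1, 0.30 and 0.40). Except where the construction of a setting is named, the cause was not tested. The RNA quality check was not run, for want of control probe sets.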

Differences from the paper's values

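The largest-fold probe set was chosen after seeing the values; the other settings were set before the data were examined. The note to Table 1 gives autologous plasma as the reference of its fold changes. Within 0.006, 0 of the 39 entries with a probe set match against the autologous arrays and 21 match against the control arrays. By the probe set with the largest fold against the control arrays, 37 match. The printed folds of these entries are thus ratios to normoxic control plasma, not to autologous plasma. The differences listed next use the note's reference, and for these entries they do not show that the arrays give other values. Against the autologous arrays, 36 of the 39 entries with a probe set differ from the table, where a negative value is the reciprocal of a ratio under 1. A value is taken to differ when its sign is opposite or when, as a log2 ratio, it lies further from the paper's than the SD between the ratios of the 2 donors for that gene (at least 0.01), so that the distance allowed is wider for genes on which the donors disagree. For 5% IH plasma these are *Cxcl1* 2.50 in the paper and 6.79 here, *Il1a* 2.34 in the paper and 4.02 here, *Ptgs2* 2.25 in the paper and 7.08 here, *Il1b* 1.97 in the paper and 27.6 here, *Cxcl2* 1.92 in the paper and 26.6 here, *Lcn2* 1.64 in the paper and 4.05 here, *Siglec5* 1.61 in the paper and 12.8 here, *Ptges* 1.59 in the paper and 1.10 here, *Ccl3* 1.53 in the paper and 2.73 here, *Pdgfa* 1.50 in the paper and 3.24 here, *Abca5* -1.53 in the paper and -1.33 here. For 10% IH plasma these are *Rasd1* 2.91 in the paper and -1.65 here, *Dhtkd1* 1.82 in the paper and -1.48 here, *Sfrs2ip* 1.78 in the paper and -1.13 here, *Cxcl1* 1.68 in the paper and 4.56 here, *Gadd45a* 1.65 in the paper and -1.13 here, *Cplx2* 1.59 in the paper and 1.14 here, *Dck* 1.57 in the paper and -1.04 here, *Fkbp5* 1.56 in the paper and -1.42 here, *Cul5* 1.56 in the paper and 1.04 here, *Zfp317* 1.54 in the paper and -1.13 here, *Rbbp6* 1.54 in the paper and -1.13 here, *Pde4d* 1.53 in the paper and -1.07 here, *Rif1* 1.53 in the paper and -1.19 here, *Api5* 1.53 in the paper and -1.03 here, *Pdha1* 1.52 in the paper and -1.22 here, *Atxn3* 1.51 in the paper and -1.03 here, *Il1a* 1.51 in the paper and 1.80 here, *Fcer2* -1.53 in the paper and 1.56 here, *Serpine2* -1.53 in the paper and -1.39 here, *Cbl* -1.53 in the paper and 1.04 here, *Jam2* -1.55 in the paper and -1.10 here, *Klhl14* -1.56 in the paper and -1.05 here, *Usp7* -1.61 in the paper and -1.03 here, *Plscr1* -1.72 in the paper and 1.17 here, *Ubd* -1.73 in the paper and 3.29 here.

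Against the normoxic control arrays the values no longer differ for *Cxcl1* (both plasmas), *Il1a* (5% IH), *Ptgs2*, *Il1b*, *Cxcl2*, *Lcn2*, *Siglec5*, *Ccl3*, *Abca5*, *Rasd1*, *Dhtkd1*, *Gadd45a*, *Cplx2*, *Fkbp5*, *Fcer2*, *Serpine2*, *Klhl14*, *Plscr1* and *Ubd*, and still differ for the other genes listed. *Cdkn1a* (5% IH) and *Cish*, which do not differ against the autologous arrays, differ against the control arrays. Against the autologous arrays, with the mean of a gene's probe sets the values no longer differ for *Il1a* (10% IH), *Jam2* and *Ptges*, without replicate 1 for *Cplx2*, and without replicate 2 for *Abca5*, *Ccl3*, *Dck*, *Il1a* (10% IH) and *Pdha1*, and differ for the rest of the genes listed. Of the genes not listed, *Cdkn1a* (5% IH) differs by the mean of its probe sets (2.60) and *Zfp451* without replicate 1 (1.02). With the probe set of a gene with the largest fold change against the control arrays, chosen after seeing the values, 37 of the 39 entries do not differ, and *Cul5* and *Pdgfa* do. Of these entries, 16 match within 0.006 only by that choice of probe set. In 11 of the 16, the log2 ratio in donor BN1 was over 2 times that in BN2 in size, or opposite in sign. For *Usp7* with 10% IH it was -1.72 in BN1 and 0.35 in BN2. The match of such entries does not show a change in both donors.

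The paper states that *Cxcl1*, *Cxcl2*, *Ccl3* and *Il1b* did not respond to 10% IH as they did to 5% IH, and that *Il1a* alone of the inflammatory genes rose with both. Here all 4 met the criterion with 10% IH (log2 ratios 0.75, 0.54, 0.34 and 0.31), and were higher with 5% IH than with 10% IH (0.57, 0.41, 0.28 and 0.67). The criterion asks for 1.2-fold, while the study's Table 1 lists genes at 1.5-fold or more. At 1.5-fold, *Cxcl2*, *Ccl3* and *Il1b* did not pass with 10% IH, as the paper states, and *Cxcl1* did. For *Cxcl1* the paper's Table 1 also lists a rise with 10% IH, at 1.68-fold, the value found here against the control arrays. The brightest probe set of *Il1a* had a log2 ratio of 0.06 with 10% IH and did not meet the criterion, while its other probe set was 1.51-fold higher and the mean of both met it (0.33).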

Other observations

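No test here was chosen after its result was seen.

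*Cd14* was 38.8-fold higher with normoxic Sprague-Dawley than with autologous plasma (log2 ratio 5.28, standard error 0.131, n = 2 arrays per group, limma adjusted p = 8.55e-07), *Akr1b8*, an aldo-keto reductase, 30.4-fold (adjusted p = 9.83e-06), *Gpnmb*, a glycoprotein of macrophages, 16.9-fold (adjusted p = 1.57e-04), *Fn1*, fibronectin, 15.0-fold (adjusted p = 1.83e-04), *Cxcl2* 13.8-fold (adjusted p = 4.74e-05) and *Nqo1*, a quinone reductase of the oxidative stress response, 13.4-fold (adjusted p = 4.29e-06). The mean level of *Akr1b8* with autologous plasma was 3.07, near the low end of the arrays' range, so the size of its fold is less certain. Lower were *Rasd1* (log2 ratio -2.27, adjusted p = 0.0058), *Asap2* (-1.01, adjusted p = 0.00261), *Gadd45a* (-0.90, adjusted p = 0.0142) and *Lmo2* (-0.89, adjusted p = 0.0084).

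Of the 35 inflammatory cytokines and chemokines 13 were higher by the criterion and 2 lower (median 0.206, adjusted p = 1.33e-09, adjusted p = 0.0839 with an estimated correlation). Of 20 NF-kB target genes 16 met the criterion and none was lower (median 0.502, adjusted p = 1.86e-18, adjusted p = 0.0506 with an estimated correlation), and 7 passed limma over all probe sets. Endoplasmic reticulum stress genes were higher (median 0.399, 16 of 19 in both donors, adjusted p = 2.25e-12, adjusted p = 0.0697 with an estimated correlation), among them *Hspa5*, the chaperone BiP (0.91). Glucocorticoid-responsive genes were lower on the median (-0.133, 10 of 18 in both donors, adjusted p = 0.00129, adjusted p = 0.206 with an estimated correlation). Against autologous plasma, 609 probe sets passed limma with 5% IH (532 higher and 77 lower) and 389 with 10% IH (372 higher and 17 lower). Sprague-Dawley and autologous plasma differ in strain, in the age of the rats and, by the paper, in being self or not to the reporter cells. These were not tested apart. The Sprague-Dawley rats were fasted overnight, which the paper does not state for the Brown Norway rats. The source labels of the autologous arrays also name serum as well as plasma.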
